A study of Mus musculus with 6 samples. Its data were reported in "Altered Energy Homeostasis and Resistance to Diet-Induced Obesity in KRAP-Deficient Mice" (2009).

How the data were processed

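Total RNA from BAT of 3 KRAP-deficient (KO) and 3 wild-type (WT) mice had been labelled and hybridised by the authors to Affymetrix mouse genome arrays, with 1 array per animal and no pooling. The authors deposited 1 signal intensity per probe set on a linear scale, made with GCOS per the labels. Its version, its algorithm and any scaling target are not given in the sources used here. The later normalization that the methods of the study describe, to the median of each chip and to the wild-type mean of each gene, was not part of the deposited intensity values, since the array medians differed. Groups were taken from the labels, and all 6 arrays were used.

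The 64 control probe sets were set aside, which left 45037. Each intensity was divided by the median of its array, as the methods of the study do, values below 0.25 of the median were set to 0.25, and log2 was taken. Probe sets with a mean scaled signal above 1 were tested, 22356 in all. Gene names came from a platform annotation table, in which 34945 probe sets carried 1 gene symbol, 932 several and 9160 were unlisted. Probe sets with several or no symbols were tested but not named. Symbols were checked through gene identifiers against the gene table of the GRCm38.p6 assembly, with 34741 matched and 0 renamed. Some genes of the fixed lists had no probe set named here and are not analysed here.

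Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with genotype and littermate pair as terms and Benjamini-Hochberg adjustment over the tested probe sets at 0.05. The labels describe the animals as littermates numbered in pairs, so the numbers pair the samples. Deviations from the group means correlated by 0.446, 0.0847 and 0.160 within pairs 1 to 3 and by -0.359 to 0.282 between a KO and a WT array of different pairs, and without the pair as a block the count of passing probe sets was also 0. Log2 differences are KO minus WT with 95% confidence intervals, and a fold is 2 raised to that difference, which understates changes of signals near the floor. Gene lists and cell type marker lists, 26 in all, were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry beside it, adjusted over the 25 lists with at least 2 measured genes. Each gene was represented by its brightest tested probe set, which gave 11140 genes.

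The lists, the tests and the rule for naming genes were set before the data were examined. Named were KRAP, genes that the study names from BAT or followed by blotting, the 10 genes with the largest rise and fall that passed the adjusted test in the same direction in all 3 pairs, and up to 4 members of each list with the largest differences. As 0 probe sets passed, the 10 places each way were filled by size of difference from tested probe sets at 1.5-fold in all 3 pairs.

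The fit was tested on simulated data for this comparison, with 22356 probe sets and 5 runs. With the spread of each probe set drawn from the prior that limma fitted, it called 0.40% of 1.5-fold, 2.80% of 2-fold, 74.4% of 4-fold and 97.2% of 8-fold changes, and 25 of its calls were false beside 437 true ones (5.41%). With the moderated variance of each probe set as its spread, the simulation that was run first, it called 1.20%, 28.0%, 98.8% and 100% of these changes, and 83 calls were false beside 570 true ones (12.7%), more than the 5% aimed at; the draw from the prior was added after this had been seen. The 5 runs held 250 planted changes of each size, and the shares called depend on that number. They are not the power of the real comparison, where Cyp2e1 at 5.26-fold and Prr32 at 5.44-fold did not pass. For lists, 40 of 40 simulated lists of 20 genes shifted by -0.4 were found among 11140 genes, and 1 of 40 unshifted lists was called. These simulated genes varied independently, so the preset correlation was not put to the test. Alternatives tried were other scalings (none, quantile), floors, a pseudocount, filters, an intensity trend with a robust prior, no pair block, other probe sets per gene, and each pair left out in turn. A filter at a mean signal above 5 was added after seeing the data.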

Results

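Gene expression in brown adipose tissue (BAT) was measured on Affymetrix mouse genome arrays in 3 KRAP-deficient (KO) mice and 3 wild-type (WT) mice. KRAP is a protein associated with the actin cytoskeleton, and BAT is the fat depot that burns fuel to produce heat. The animals formed 3 littermate pairs on normal chow, with 1 array for each animal, and all 6 arrays showed the male pattern of Y-linked and Xist signals. The array medians lay between 16.5 and 20.4 intensity units, and signals are given below as multiples of the median of their own array. Of 45037 probe sets, 22356 had a mean signal above the array median and were tested. The number of arrays limits the precision of every comparison.

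The deleted gene was examined first in every array. The 1 probe set that names KRAP, under its current symbol Itprid2, read 47.0, 35.1 and 41.4 in KO 1 to 3 and 55.3, 56.6 and 42.2 in WT 1 to 3. The means were 41.2 ± 5.93 (SD, n = 3) in KO and 51.4 ± 7.995 (SD, n = 3) in WT, a log2 difference of -0.32 (95% confidence interval -0.83 to 0.20, limma adjusted p = 0.720; -0.13 without pair 2). The signal was lower in KO in 3 of 3 pairs. The deletion removes only part of the gene, and where this probe set lies relative to the deleted exons is not given in the sources used here. A probe set outside the deleted part checks nothing, while one inside it would not be expected to read 35.1 to 47.0 in KO. As the position of this probe set is not known here, the array could not decide on the genotype labels.

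The first comparison asked which transcripts differ between KRAP-deficient and wild-type BAT. Among tested genes at 1.5-fold or more in all 3 pairs, the 10 that were lowest and the 10 that were highest in KO are named here, and 0 of them passed the adjusted test. Leptin (Lep), the satiety hormone secreted by adipocytes, read 2.75 ± 1.96 in KO and 12.3 ± 8.63 in WT (SD, n = 3), 4.19-fold lower, with KO over WT ratios of 0.306, 0.243 and 0.183 in pairs 1 to 3 (adjusted p = 0.211). Fads3, a member of the fatty acid desaturase family, was lower in 3 of 3 pairs on each of its 3 tested probe sets, with log2 differences of -1.80, -1.94 and -2.77. Ptgds, which makes prostaglandin D2, and Prr32 were 4.87-fold and 5.44-fold lower. Cxcl10, an interferon-induced chemokine, was 4.15-fold lower. Dio3os, the antisense transcript of the type 3 deiodinase locus, had a log2 difference of -2.69 (adjusted p = 0.117), but 2 of its 6 signals lay below the floor. Others at the low end were Ptgis, Slc6a13, Zdhhc12 and a dim probe set of Pik3r1, with log2 differences of -2.59 (-1.68 without pair 1), -2.52, -1.99 and -2.53. Of their 6 signals, 2 lay below the floor for Slc6a13 and 1 each for Ptgis and Pik3r1, as did 2 for the Fads3 probe set at -2.77. Brighter probe sets of Pik3r1 gave smaller differences, down to -0.41.

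Among the genes that were higher, Cyp2e1, a cytochrome P450 that is abundant in liver, read 128.8 ± 20.2 in KO and 24.8 ± 5.76 in WT (SD, n = 3), 5.26-fold higher, with ratios of 4.41, 5.92 and 5.58 in the 3 pairs (adjusted p = 0.117). The tight junction gene Cldn1 was 4.03-fold higher, and Irf4, a transcription factor of the interferon regulatory family, was 3.44-fold higher. Cib4, Rab17, Cdr2l, Gas7, Sgk2 and Cysrt1 had log2 differences between 1.73 and 2.56. All of them were dim, with mean signals of 0.40 to 1.18 in WT and 1.76 to 3.47 in KO. A further tested probe set of Cdr2l gave -0.09, lower in 3 of 3 pairs, and one of Gas7 gave 0.55, higher in 2 of 3 pairs, and 1 of the 6 Gas7 signals behind the larger value lay below the floor. Alb, which encodes serum albumin, completed the 10, but its ratio was 28.7 in pair 3 against 1.53 and 1.65 in the other pairs, and its log2 difference of 2.06 was 0.67 without pair 3.

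**Figure D1:**
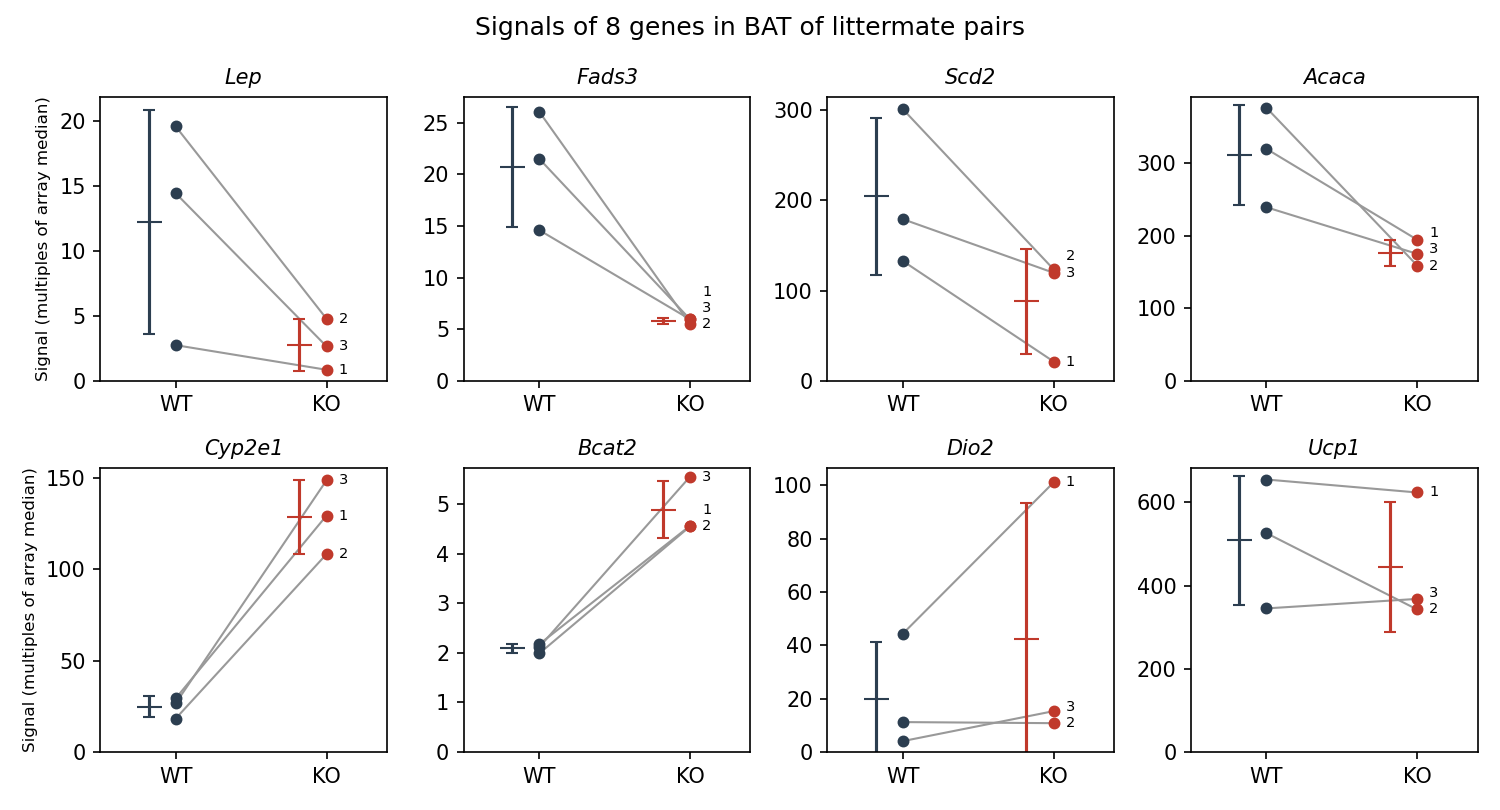
Signals of 8 genes in BAT of WT and KO mice, as multiples of the array median on a linear axis that starts at 0. Points are single arrays, grey lines join littermates with the pair number at the right, and bars are means with SD (n = 3), and those of Dio2 are drawn only down to 0. Lep and Fads3 lay lower in the KO animal of each pair and Cyp2e1 and Bcat2 higher, while Ucp1 was lower in KO in 2 of 3 pairs.

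With limma and the pair as a block, 0 of 22356 probe sets passed an adjusted p of 0.05 (smallest adjusted p 0.117), and 1911 had an unadjusted p under 0.05, of which 762 were higher and 1149 lower in KO, where chance would give about 1118. The count differed between settings: 40 probe sets passed with a mean signal above 2, 311 with an intensity trend and robust prior, and 255 without pair 1. With a pseudocount in place of the floor, 1 passed, Cyp2e1 (adjusted p = 0.0337, with a range of 2.58e-10 to 0.788 over all alternatives). Without the pair as a block, 0 probe sets passed and 1283 had an unadjusted p under 0.05.

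Genes of lipid synthesis stood lower in KO. Of 23 measured genes of fatty acid synthesis and desaturation, 10 were lower and 0 higher in all 3 pairs (median log2 difference -0.36, camera adjusted p = 4.07e-05, and adjusted p = 0.923 with an estimated correlation). None passed over all probe sets tested, and 5 passed adjusted over the list alone, all lower. Scd2, a stearoyl-CoA desaturase, read 88.1 ± 58.0 in KO and 204.4 ± 87.0 in WT (SD, n = 3), 2.84-fold lower, with a log2 difference of -1.51 that was -0.94 without pair 1. Acaca, the first enzyme of fatty acid synthesis, was 1.75-fold lower on its brightest probe set, with a dimmer one at a log2 difference of -0.13, and Mlxipl, a glucose-responsive transcription factor of lipogenesis, 1.88-fold lower. The KO over WT ratios of the dimmer Acaca probe set were 0.7745, 1.375 and 0.723 in pairs 1 to 3. The study names its lower desaturase in BAT as Scd1 and lists under that name the 3 probe sets that carry the symbol Scd2 here, so which of the paralogs these probe sets measure is not settled. Of 2 further probe sets that carry the symbol Scd1 here, 1 gave a log2 difference of -0.96, and the other gave -0.11 (-0.005 without pair 2 and -0.26 without pair 3) but read up to 91.9% of the highest signal of its array, where signals can saturate and differences are compressed. Of 20 measured genes of cholesterol synthesis and uptake, 13 were lower and 1 higher in all 3 pairs (median -0.45, camera adjusted p = 8.27e-05, and adjusted p = 0.923 with an estimated correlation), and 0 passed adjusted over the list alone. Sc5d, Nsdhl, Pmvk and Idi1, which are enzymes of sterol synthesis, were 1.96-fold, 1.81-fold, 1.80-fold and 1.64-fold lower. Without pair 2 the medians of the 2 lists were -0.21 and -0.30, and camera still called both lower (adjusted p = 0.000833 and 0.00406), and without pair 3 they were -0.63 and -0.64. Their medians were -0.61 and -0.52 in pair 1, -0.67 and -0.74 in pair 2, and -0.12 and -0.14 in pair 3. The WT array of pair 2 stood apart in its control probe sets, with an actin 3' over 5' ratio of 3.80 against 1.91 to 2.58 in the other arrays, a pyruvate carboxylase ratio of 52.9 against 8.99 to 25.4, and an 18S ribosomal RNA signal of 1731 intensity units against 112.4 to 214.9.

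Glucose uptake and glycolysis genes lay lower on balance, with 12 of 21 lower and 2 higher in all 3 pairs (median -0.24, camera adjusted p = 0.0490, and adjusted p = 0.923 with an estimated correlation). This call ended without a floor, without a filter, without pair 2 (median -0.09), with the mean over the probe sets of a gene and with plain probe sets alone, and the median was -0.36 without pair 1 and -0.38 without pair 3. Pair 2 holds the WT array whose actin 3' over 5' ratio was 3.80. The fructose transporter Slc2a5 was 3.41-fold lower and was the 1 gene that passed adjusted over the list alone. The hexokinases Hk1 and Hk2 were 1.81-fold and 1.82-fold lower, but the KO over WT ratio of Hk2 was 0.281 in pair 2 against 0.791 and 0.751 in the other pairs, and its log2 difference of -0.86 was -0.38 without pair 2 and -1.12 without pair 1. The phosphofructokinase Pfkp was 1.62-fold lower. Slc2a1, the basal glucose transporter, had a log2 difference of 0.21 (adjusted p = 0.833), which was 0.06 without pair 1 and 0.37 without pair 3. The study itself reported higher insulin-independent glucose uptake in KO BAT, with no difference in GLUT-1 protein. The list here measures transcripts and not uptake, so its lower median does not speak against that finding.

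The adipokine and white adipocyte list moved by fry (adjusted p = 0.0369) but not by camera (adjusted p = 0.103). Its median was -0.22, with -0.44, -0.21 and 0.001 in pairs 1 to 3. With 1 pair left out the list had medians of -0.35 to -0.12, and with a filter above 5 one of -0.07. Camera called it lower with filters above 2 and 5 (adjusted p = 0.00395 and 0.0128), with an intensity trend and robust prior (0.00533) and without pair 1 (0.0160), and not with an estimated correlation (adjusted p = 0.923). Of its 16 measured members, 7 passed adjusted over the list alone, 5 of them lower and 2 higher. Besides Lep, the synuclein gene Sncg, the imprinted gene Mest and the natriuretic peptide clearance receptor Npr3 were 3.65-fold, 3.19-fold and 2.67-fold lower. Triglyceride synthesis and lipid droplet genes went both ways (18 measured, median -0.12, camera adjusted p = 0.879). Gpat4, an acyltransferase, was 1.82-fold higher, whereas the lipase-family gene Pnpla3 and the droplet protein Plin2 were 1.79-fold and 1.76-fold lower (for Plin2 a log2 difference of -0.82, and -0.46 without pair 2), and 2 members passed adjusted over the list alone. In fatty acid uptake and trapping (13 measured, median 0.01, adjusted p = 0.333), Slc27a2 was 1.73-fold higher, and the brightest probe sets of Lpl and Fabp4 had log2 differences of 0.11 and -0.08, which turned to -0.06 for Lpl without pair 3 and to 0.03 for Fabp4 after quantile normalization. These 2 probe sets reached 72.3% and 100% of the highest signal of an array. The dimmer probe set of Lpl gave 0.52, higher in 3 of 3 pairs (adjusted p = 0.570), and those of Fabp4 lay between -0.35 and 0.05.

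The heat-producing program of brown adipocytes was examined because the study addressed energy expenditure. Ucp1, the uncoupling protein of brown fat, read 444.9 ± 155.7 in KO and 509.0 ± 155.8 in WT (SD, n = 3), with a log2 difference of -0.20 (95% confidence interval -0.73 to 0.33, adjusted p = 0.851), which turned to 0.01 without pair 2. Its signal reached 71.0% of the highest of an array. Ppargc1a, a coactivator of mitochondrial biogenesis, differed by 0.23 (adjusted p = 0.824), and by 0.03 without pair 1 and 0.41 without pair 3. Dio2, which activates thyroid hormone, had a log2 difference of 1.02 (95% confidence interval 0.13 to 1.90, adjusted p = 0.535) on its brightest probe set and was higher in 2 of 3 pairs. This was 1.55 without pair 2 and 0.57 without pair 3. Its other probe sets gave 0.37, in 2 of 3 pairs, and 1.22, in 3 of 3 pairs. The KO over WT ratios in pairs 1 to 3 were 1.97, 0.931 and 1.18 for the value of 0.37. They were 2.49, 1.805 and 2.81 for that of 1.22. The 17 measured thermogenic genes had a median of 0.11 (camera adjusted p = 0.329, and adjusted p = 0.923 with an estimated correlation). Camera called the list higher with the mean over the probe sets of a gene (median 0.17, adjusted p = 0.0499), with adjusted p between 0.134 and 0.923 in the other alternatives, and the median ran from 0.005 without pair 1 to 0.152 without pair 2. Among its members, Acot11, a brown fat thioesterase, was 2.36-fold lower (a dimmer probe set gave a log2 difference of -0.49) and Otop1 1.66-fold lower (a log2 difference of -0.73, and -0.38 without pair 2). The potassium channel gene Kcnk3 was higher in 3 of 3 pairs on each of its 3 tested probe sets, with log2 differences of 0.42 on the brightest, 0.92 and 1.39 (adjusted p = 0.656, 0.406 and 0.396). Oxidative phosphorylation genes (42 measured) had a median of -0.05 (adjusted p = 0.953), and fatty acid oxidation genes (21 measured) one of -0.02 (adjusted p = 0.513); in both, camera's sign was up. No member of these 3 lists passed adjusted over the list alone. Of 12 measured genes that the study followed by northern or western blot, a list that it chose itself, 3 were lower and 1 higher in all 3 pairs. The list had a median of -0.11 (adjusted p = 0.470). The lower ones were Lep, Acaca and Actb (-0.05), the higher one was Rplp0 (0.27), and only Lep passed adjusted over the list alone. In BAT the study reported no difference in Acacb, Ucp1, Lpl, Fabp4, Lipe, Pparg and Ppargc1a. It reported Lep for white adipose tissue. Acacb, the mitochondrial form of the carboxylase, differed by -0.36, with 2 of 3 pairs lower, and by -0.15 without pair 2 and -0.63 without pair 3.

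None of the signalling and amino acid lists was called by camera as reported, and some had members that passed adjusted over the list alone. Branched-chain amino acid breakdown had 7 of 21 genes higher and 1 lower in all 3 pairs (median 0.05, camera adjusted p = 0.0591), and 2 passed adjusted over the list alone. Camera called this list higher without the pair as a block, with signals as deposited, with a filter above 2, with an intensity trend and robust prior, with the mean over the probe sets of a gene and without pair 2 (adjusted p between 0.0107 and 0.0353), while its median was -0.09 without pair 3 (adjusted p = 0.572) and adjusted p = 0.923 with an estimated correlation. Bcat2, the transaminase that opens this pathway in mitochondria, read 4.90 ± 0.577 in KO and 2.09 ± 0.0957 in WT (SD, n = 3), 2.33-fold higher, and Ppm1k, the phosphatase that activates the next enzyme complex, was 1.91-fold higher. In insulin signalling (19 measured, median 0.03, adjusted p = 0.570), the substrate Irs2 was 2.59-fold higher and the adaptor Grb14 2.21-fold lower, and these 2 passed adjusted over the list alone, although 2 of the 6 Irs2 signals lay below the floor. In adrenergic and thyroid hormone signalling (15 measured, median 0.02, adjusted p = 0.513), 3 members passed adjusted over the list alone. The nuclear receptor Nr4a1 and the G protein regulator Rgs2 were 2.85-fold and 1.71-fold higher, and the receptor kinase Grk5 was 1.89-fold lower. Cell cycle genes (14 measured, median -0.03, adjusted p = 0.765) included Cdkn2b, Smc2 and Ccnd1, which were 3.61-fold, 2.07-fold and 1.87-fold lower and passed adjusted over the list alone, with 1 of the 6 Cdkn2b signals below the floor. The unfolded protein response (20 measured, median -0.10, adjusted p = 0.830), the circadian clock (16 measured, median 0.04 and mean -0.03, adjusted p = 0.650) and the actin cytoskeleton with IP3 receptors (19 measured, median -0.13, adjusted p = 0.142) had 0 members that passed adjusted over the list alone. Chac1, Bhlhe40 and Anxa2 were 1.78-fold, 1.80-fold and 1.73-fold lower in these lists, but a dimmer probe set of Anxa2 gave a log2 difference of 0.62. The KO over WT ratios of that dimmer probe set were 0.699, 4.83 and 1.07 in pairs 1 to 3.

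Interferon response genes lay lower in each pair, with list medians of -0.39, -0.45 and -0.35 in pairs 1 to 3. Of 17 measured genes, 8 were lower and 0 higher in all 3 pairs (median -0.43, camera adjusted p = 0.00129, fry adjusted p = 0.0462), and only Cxcl10 passed adjusted over the list alone. The call was lost with an estimated correlation (adjusted p = 0.923), although that correlation was -0.01, below the preset 0.01. A higher correlation among these genes thus does not account for the loss. No list was called in that setting, so it does not tell the lists apart. Ifi47, Cxcl9 and Gbp3 were 1.91-fold, 1.79-fold and 1.70-fold lower, with a log2 difference of -0.77 for Gbp3 that was -0.36 without pair 1. Fibroblast and matrix genes lay higher on balance, with 7 of 13 higher and 3 lower in all 3 pairs (median 0.16, camera adjusted p = 0.00938, and adjusted p = 0.923 with an estimated correlation), a call that ended without pair 1 (median 0.04) and without a filter, while the median was 0.27 without pair 2. Col14a1, a fibril-associated collagen, was 2.04-fold higher and the 1 gene that passed adjusted over the list alone, and Fn1 was 1.55-fold higher. Macrophage markers went both ways (13 measured, median 0.04, adjusted p = 0.335), and their median ran from -0.03 to 0.17 with 1 pair left out. The scavenger receptor Cd163 was 2.45-fold higher, while Clec7a and Mpeg1 were 1.90-fold and 1.80-fold lower, and these 3 passed adjusted over the list alone.

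Markers of other tissues differed between arrays. Skeletal muscle markers had medians of -1.36, 3.65 and -3.37 in pairs 1 to 3 (15 measured, adjusted p = 0.971), and camera called the list lower without pair 2 (median -2.43) and higher without pair 3 (median 1.26), with Acta1 at 9.70 times its WT signal in pair 2 and 0.0385 times in pair 3. Of the liver markers, 5 were measured (median 1.96, camera adjusted p = 8.27e-05, and adjusted p = 0.923 with an estimated correlation), and only Cyp2e1 passed adjusted over the list alone. Without pair 3 their median was 0.07, and without a filter it was 1.07, with camera still calling the list higher (adjusted p = 0.0199 and 0.000341). The median was that of Ttr, which lay below the floor in 5 of 6 arrays and was high in KO 3 alone. Alb read 28.6 in KO 3 and between 0.64 and 1.18 in the other 5 arrays. Endothelial genes (11 measured, median -0.18, adjusted p = 0.369), lymphocyte genes (3 measured, median -0.40, adjusted p = 0.369) and Schwann cell and nerve genes (8 measured, median -0.01, adjusted p = 0.971, with camera's sign up) did not shift by camera. The endothelial median ran from -0.32 to -0.08 with 1 pair left out. S100b was 2.82-fold lower and the 1 member of the nerve list that passed adjusted over the list alone. Its mean was 54.6 in WT, where Sox10 and Mag read 1.88 and 1.28. Sox10 was higher in 3 of 3 pairs and Mag lower in 2 of 3. Which cells gave the S100b signal was not tested. Of the red blood cell markers only Alas2 was measured, with a log2 difference of 0.15, and the list was not tested.

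Further genes that the study followed, and further members with the largest differences in each list, are given here with their log2 differences, and 0 of them passed the adjusted test. Higher in 3 of 3 pairs were Cblb (0.93), Ehhadh (0.72), Egr2 (0.54), Hsd17b10 (0.52), Col1a1 (0.52), Mrc1 (0.45), Lum (0.41), Angptl4 (0.31), Sox10 (0.28), Rplp0 (0.27) and Ndufb10 (0.19). Lower in 3 of 3 pairs were Coro1c (-0.80), Pde4b (-0.60), Lpin1 (-0.50), Trib3 (-0.50), Msn (-0.47), Acsl5 (-0.43), Cry1 (-0.42), the endothelial genes Cldn5 (-0.42), Kdr (-0.41), Tie1 (-0.38) and Cdh5 (-0.36), Manf (-0.41), Cd52 (-0.40), Limk2 (-0.37), Auh (-0.35), Ndufs1 (-0.20) and Actb (-0.05, which turned to 0.01 with signals as deposited). The pairs went both ways for Myh1 (-1.34), Cdkn1a (0.88), Ttn (-0.63), Ighm (-0.60), Tnni2 (-0.51), Apoa2 (0.51), Dbp (0.46), Atf3 (0.40), Mag (-0.40), Fabp5 (-0.35), Cry2 (-0.32), Cpt1a (-0.30), Cpt2 (-0.28), Eci1 (0.25), Uqcrc2 (-0.18), Lipe (-0.17), Sdha (-0.15), Pparg (-0.14) and Cd8a (0.05). Other tested probe sets gave the opposite sign for Cblb (-0.12), Auh (0.22), Limk2 (0.28), Cpt2 (1.37), Ighm (1.03), Sdha (0.41) and Actb (0.02). With 1 pair left out, the log2 differences of 51 of the 123 probe sets that stand for the named genes moved by over 1.5 times, and 9 of them turned.

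**Figure D2:**
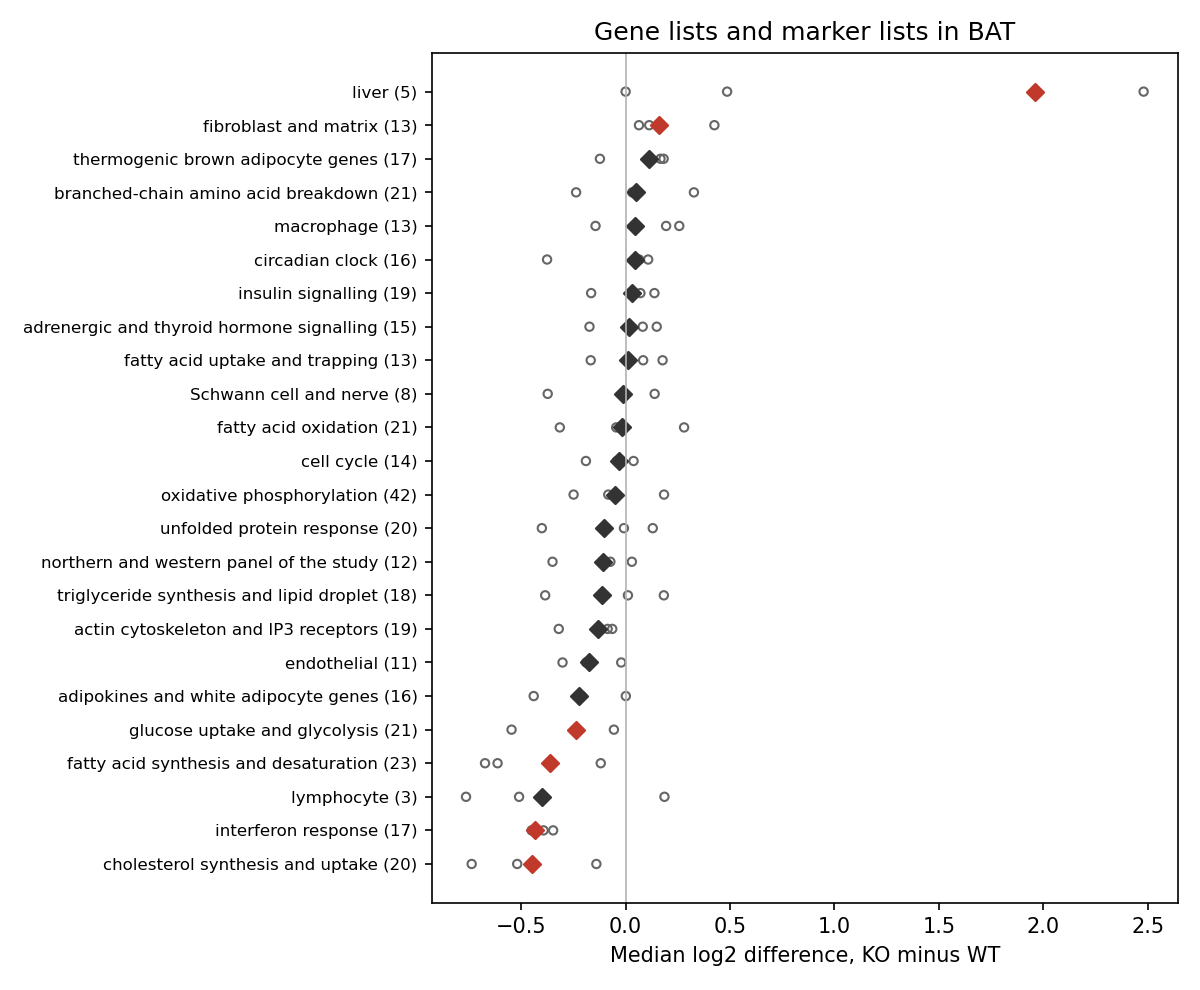
Median log2 difference between KO and WT over the measured members of each list, with the number measured in brackets. Diamonds are medians of the fitted differences, red where camera's adjusted p with a preset correlation was under 0.05, and open circles are the medians in single pairs. The skeletal muscle list, whose pair medians ran from -3.37 to 3.65, is left out so that the axis shows the rest.

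**Figure D3:**
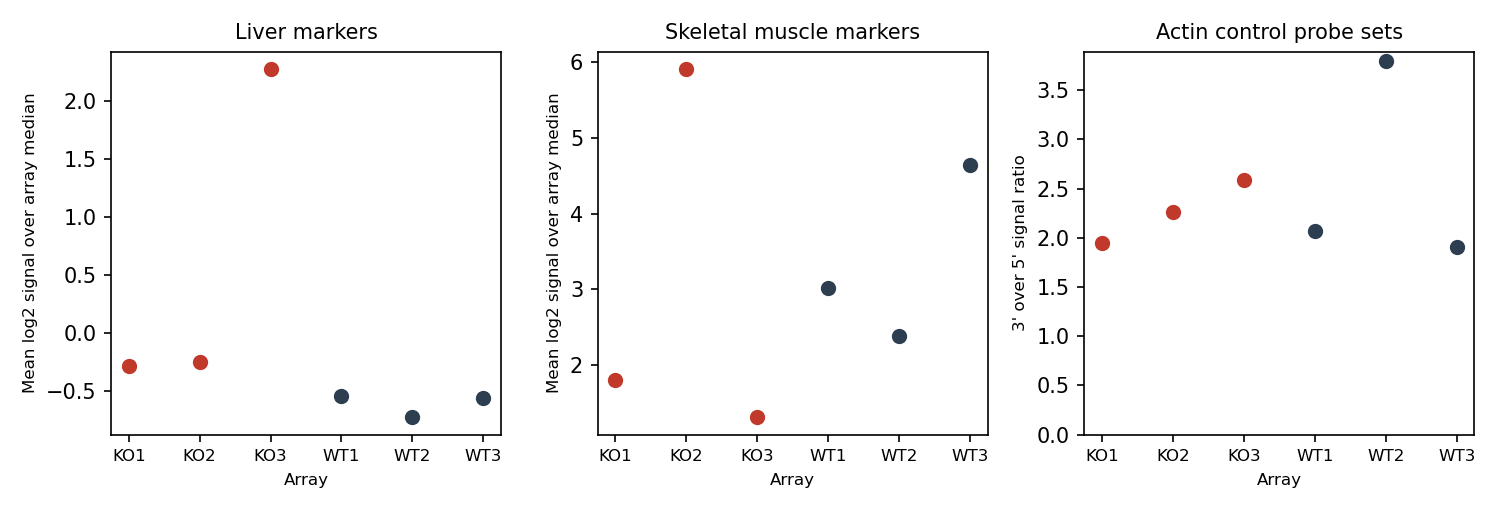
Mean log2 signal of liver markers and of skeletal muscle markers, and the ratio of 3' to 5' signal of the actin control probe sets, in each array. Points are single arrays, red for KO and dark for WT. KO 3 stands highest in liver markers, KO 2 and WT 3 in muscle markers, and WT 2 in the actin ratio of 3.80.

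The second comparison applied the filter that the study describes, a count of probe sets that differed by 1.5-fold in the same direction in every pair. Whether the study also left out dim or undetected signals is not given in the sources used here. Over all 45037 probe sets, 1122 were higher and 1023 lower in KO, 2145 in total. Of these, 1838 had a mean signal at or below the array median. Among the 22356 tested probe sets the same filter gave 124 higher and 183 lower.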

Values the study reported

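With a filter of 1.5-fold change in each of 3 pairs, the study reported 272 changed probe sets in BAT, 114 up-regulated and 158 down-regulated in the KRAP-deficient mice.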

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

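The control probe sets of the array were not part of the comparisons. The control probe set for the 3' end of the transferrin receptor, which brings iron into cells, read 5.97 ± 0.679 in KO and 2.38 ± 0.701 in WT (SD, n = 3), 2.51 times as high, with every KO array above every WT array. It is listed because a signal outside the comparisons separated the groups; 1 of 15 mouse control probe sets with a mean above the array median did so in this direction, where chance gives 5%. Among the regular probe sets, Tfrc had log2 differences of 1.48, 1.63 and 0.92 (limma adjusted p = 0.401, 0.455 and 0.555), higher in 3, 3 and 2 of 3 pairs. The KO over WT ratios in pairs 1 to 3 were 4.7, 3.0 and 1.5 for the value of 1.48. They were 2.5, 20.3 and 1.4 for that of 1.63, and 3.4, 2.1 and 0.96 for that of 0.92. Of the 6 signals behind the value of 1.63, 1 lay below the floor.

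The tests of the patterns below were chosen after the results had been seen, including the list of abundant adipocyte genes and its brightness limit; the further liver transcripts were also listed then, but before their own values had been looked at. Liver transcripts stood high in KO 3, where 9 of 12 liver markers on the array had their highest signal at 2 times the next array or more. Liver RNA in that library stays open. Of 15 further abundant liver transcripts, 5 did so (33.3%, exact Clopper-Pearson 95% interval 11.8% to 61.6%), short of the share of 0.5 set beforehand. Of 18166 other genes, 1.04% did so (two-sided Fisher exact p = 3.53e-07). Of the 15, 13 lay above the array median in KO 3, and 4 in the mean of the other arrays. Among these 4, Apoc1 read at least 94.1 and Kng1 at least 25.6 in every other array. A rise to 2 times the next array was harder to reach there. Loss of KRAP as the whole cause is argued against: the median log2 difference of the markers was 0 in pairs 1 and 2 and 2.50 in pair 3. The 8 markers that did not lie below the floor in all 4 arrays of pairs 1 and 2 had a median there of 0.37 (bootstrap interval over genes -0.16 to 0.98), below 1.16, which is 0.5 of their median of 2.31 in pair 3.

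Cyp2e1 was higher in the KO array of every pair. Liver RNA with the composition seen in KO 3 could account for at most 2.06% of its difference in pairs 1 and 2, because the Alb signal differed there by only 0.409 and 0.417 where 22.6 and 20.3 would be needed. Other technical explanations were not tested. A higher level in the BAT of KO mice stays open as a hypothesis.

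Lipid synthesis genes lay lower in KO by camera at the preset correlation. Neither of their lists was called with an estimated correlation (camera adjusted p = 0.923 for each), a setting in which no list was called. The permutation, bootstrap and sign tests below treat genes as independent. The estimated correlations were 0.49 for the fatty acid list and 0.40 for the cholesterol list, so these p-values and intervals can be too small. A smaller share of adipocytes of every kind is argued against, because 15 abundant adipocyte genes had a median of -0.03. This was 0.41 above that of the 43 lipid genes (two-sided permutation test over genes, p = 0.00090). The 7 adipocyte genes below 200 times the array median gave a difference of 0.44 (permutation p = 0.0153). Fewer white adipocytes alone stay open, as the adipokine and white adipocyte list had 5 of 16 genes lower and 4 higher in all 3 pairs. Its median was -0.22, and -0.35 to -0.12 with 1 pair left out (fry adjusted p = 0.0369, camera adjusted p = 0.103). Camera called this list lower in 4 alternatives and not with an estimated correlation (adjusted p = 0.923). Degraded RNA in WT 2 and muscle RNA in the KO arrays are each argued against as the whole cause of the lower lipid genes. Both arguments rest on 1 shared median, to which pair 1 contributed more than pair 3. Its interval does not cover the spread between animals. The median of the 43 lipid genes was -0.29 (bootstrap interval over genes -0.40 to -0.17) in pairs 1 and 3. These pairs do not hold WT 2, and their KO arrays held less muscle signal than their WT arrays. A part played by either stays open: the median without pair 2 was 0.664 of that with it (bootstrap interval over genes 0.478 to 0.902), and in pairs 1 and 3 it was -0.54 and -0.13, with 36 and 27 of 43 genes below 0 (exact sign test p = 8.96e-06 and 0.126). Loss of KRAP is the biological explanation that the design names, and these tests did not separate it from the open ones.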

How the results depend on the processing

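The filter at a mean signal above 5 was chosen after seeing the data. Many probe sets were dim, with array medians of 16.5 to 20.4 units, and signal over background limits what can be measured there. Where a cause is not named below, the cause was not tested.

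With limma, 0 probe sets differed between KO and WT as reported and 0 with signals as deposited, quantile normalization, no floor, a floor of 0.5 and no filter. There were 1 with a pseudocount of 0.25, 40 with a filter above 2 (11 higher, 29 lower), 362 above 5 (106 higher, 256 lower), 311 with an intensity trend and robust prior (95 higher, 216 lower), and 0 to 255 with 1 pair left out, the 255 without pair 1 (127 higher, 128 lower).

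Without the pair as a block, 0 probe sets differed and 1283 had an unadjusted p under 0.05. The count of lists that shifted went from 6 to 7, with branched-chain amino acid breakdown added (median 0.05, camera adjusted p = 0.0339), a list that was also called in 5 of the other settings. The filter without pairing, which set each KO array against the WT mean, gave 3793 probe sets.

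Lists that shifted numbered 4 to 8 under the other settings and 0 with an estimated correlation. The smallest adjusted p with an estimated correlation was 0.923. This included lists whose estimated correlation lay below the preset 0.01, such as interferon response (-0.01) and adipokines (-0.06). Losing a call in that setting is therefore not by itself evidence of correlated genes. At 1.5-fold in all 3 pairs, signals as deposited gave 2125 probe sets and quantile normalization 2129. The count was 807 with a floor of 0.25, 403 with a floor of 0.5, 307, 194 and 106 with filters above 1, 2 and 5, and 889 at 2-fold. It was 5870 to 6569 with 1 pair left out, as fewer pairs had to pass. The KRAP difference lay between -0.13 and -0.46.

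For lists without a call, camera's sign turned in some settings, with these median log2 differences. Oxidative phosphorylation had -0.052 without the pair as a block and without a filter and -0.004 with quantile normalization. Skeletal muscle had -0.342 without the block and -0.141 with the mean over probe sets and with plain probe sets. Schwann cell and nerve had -0.012 without the block, with a floor of 0.5 and with the trend, -0.007 with the pseudocount, -0.083 above 5 and -0.076 with plain probe sets. Cell cycle had -0.034 without a filter and 0.147 above 5, the unfolded protein response -0.091 above 2 and -0.052 above 5, insulin signalling -0.085 with the mean over probe sets, and triglyceride synthesis 0.061 with plain probe sets. Of single genes, Actb turned to 0.011 with signals as deposited and Fabp4 to 0.032 with quantile normalization.

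With 1 pair left out in turn, medians ran from -0.235 to 0.132 for triglyceride synthesis, -0.218 to 0.12 for fatty acid oxidation, -0.173 to 0.047 for oxidative phosphorylation, -0.081 to 0.138 for the circadian clock, -0.189 to 0.08 for the unfolded protein response, -2.433 to 1.264 for skeletal muscle, -0.298 to 0.174 for Schwann cell and nerve, -0.08 to 0.149 for fatty acid uptake, -0.023 to 0.093 for insulin signalling, -0.07 to 0.142 for adrenergic and thyroid hormone signalling, -0.19 to -0.038 for the actin cytoskeleton, -0.182 to -0.005 for the genes followed by blot, -0.069 to -0.036 for the cell cycle and -0.456 to -0.215 for lymphocytes. Log2 differences ran from -0.345 to 0.011 for Ucp1, -0.205 to 0.05 for Fabp4, -0.059 to 0.251 for Lpl, -0.466 to 0.018 for Cpt1a, -0.134 to 0.333 for Cd8a, -2.899 to 1.09 for Acta1, -3.042 to 1.311 for Ttn, -2.506 to 1.056 for Tnni2, -0.088 to 0.377 for Alas2 and 0 to 2.938 for Ttr. Over the named genes and all settings, 1393 values kept their direction and side of the threshold, 137 passed it only in the alternative and 13 turned; since no gene had passed, none could lose a call. For lists, 349 values kept both, 12 passed only in the alternative, 13 lost a call and 26 turned.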

Other observations

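The littermate pairs differed from each other. In limma's test of the pair term, 46 of 22356 probe sets passed an adjusted p of 0.05 and 2778 had an unadjusted p under 0.05. The genes in this paragraph and the next were chosen after their values had been seen. Nr4a2, a nuclear receptor, averaged 75.5 in pair 1 and 4.37 in the other pairs (adjusted p = 0.0157), Ppargc1a 92.0 and 10.9 (adjusted p = 0.0329), Dio2 72.7 and 10.3 (adjusted p = 0.105), and Nr4a1 270.9 and 77.3 (adjusted p = 0.183). The clock gene Per2 was 5.95 times and the stress-response gene Atf3 5.59 times as high in pair 1 (adjusted p = 0.0762 and 0.0475).

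Immediate early genes, which respond to stimuli within minutes, were listed after the values of 5 of them had been seen, so no p of the list tests a shift independently of that choice. The 12 measured members had a median log2 difference of 0.47, with 4 higher and 2 lower in all 3 pairs (fry p = 0.194, camera p = 2.52e-05, and p = 0.113 with an estimated correlation). Fosb and Nr4a1 were higher in 3 of 3 pairs, with log2 differences of 1.52 and 1.51, though 1 of the 6 Fosb signals lay below the floor, while Jun and Dusp1 were lower in 3 of 3, at -0.53 and -0.42.

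The 3 probe sets that carry the symbol Scd2 here, and that the study lists as Scd1, gave log2 differences of -1.51, -1.42 and -1.44, each lower in 3 of 3 pairs. Their KO over WT ratios were 0.159, 0.153 and 0.121 in pair 1, and between 0.410 and 0.668 in pairs 2 and 3. The annotation used here and the study differ on their gene, which was not settled. Of the 2 that carry the symbol Scd1 here, the one at 378.9 in WT gave -0.96, and the one at 808.6 gave -0.11 at up to 91.9% of the highest signal of its array.

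The count of probe sets at 1.5-fold in all 3 pairs was 2145 here. That is higher than the value quoted from the study above. Of the 2145, 1838 had a mean signal at or below the array median.

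Exchanging genotype labels within 1 pair makes 4 arrangements with the real one, too few for a share under 0.05. The real arrangement gave 2145 probe sets at 1.5-fold and the highest other 1922, 1911 probe sets at an unadjusted p under 0.05 against 800, and 6 shifted lists against 5; in each of the 3 counts, 1 of the 4 arrangements reached the real value. The 10 splits of the 6 arrays without the pair as a block are also too few for a share under 0.05. There the real split gave 1283 probe sets at an unadjusted p under 0.05 and the highest other 2770, with KO 1, WT 1 and WT 2 against the rest, and 4 of the 10 gave as many as the real one. Of these 4, 3 keep both animals of pair 1 together, which points to a structure of the samples in which pair 1 stands apart; for pairs 2 and 3 it shows none.

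A glucocorticoid response was a hypothesis from the higher Irs2, Klf15 and Cd163 and the lower interferon genes, with its list and test written before the list's values were seen. The 12 measured members had a median log2 difference of 0.09, with 2 higher and 2 lower in all 3 pairs (camera p = 0.132, and p = 0.501 with an estimated correlation), so the predicted shift was not found. The prediction had set a p threshold and no bound on the size, so missing it does not exclude such a response.

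Genes next to KRAP were examined for DNA of the strain that the targeted stem cells came from, a test chosen after the data had been seen. Of the 100 nearest tested genes, 6 had an unadjusted p under 0.05 (6%), against 8.23% of the others (two-sided Fisher's exact test, p = 0.581). This strain DNA around the targeted gene was not detected in this way, and is not excluded.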
